A study of Homo sapiens with 12 samples. Its data were reported in "RAD21 amplification epigenetically suppresses interferon signaling to promote immune evasion in ovarian cancer" (2022).

How the data were processed

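RNA-Seq was performed in OVCAR8 cells, a human cell line of high-grade serous ovarian cancer (HGSOC). Of the 12 samples in the series, 8 are RNA libraries and the other 4 are ChIP-Seq samples (RAD21, the histone mark H3K27ac and an input for each), which are not analysed here. The RNA libraries came in 2 deposited tables of 4. In the first, cells were transfected with a negative control siRNA (siNC-1 and siNC-2) or with siRNA against RAD21 (siRAD21-1 and siRAD21-2). In the second, they received the negative control (siNC-3 and siNC-4) or siRNA against YAP (siYAP-1 and siYAP-2). Groups and replicate numbers were taken from the sample labels, so each group held 2 libraries, and every knockdown was compared with the controls of its own table. Nothing in the labels says that the 2 libraries of a group came from separate cultures, so the p-values measure the spread between these libraries, which may be technical. Nor do they say whether the 2 siRAD21 libraries received the same siRNA. Counts of replicates differed by more than sampling noise in each of the 4 groups (chi-square per degree of freedom 5.36 for siNC-1 and siNC-2, 5.95 for siRAD21, 14.0 for siNC-3 and siNC-4 and 21.6 for siYAP), and all libraries were kept as separate samples.

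According to the methods of the study, ribosomal RNA was depleted and stranded libraries of total RNA were sequenced. Reads were cleaned with fastp and aligned to GRCh38 with STAR, and expression was estimated with RSEM; the submitters' processing notes also list Bowtie2 and MACS2. The deposited tables hold expected counts per gene symbol, not normalized, which the authors had rounded to whole numbers. The gene annotation the authors used, and whether the counting used strand, are not given in the sources used here. Values of antisense or overlapping genes, and of genes with near-identical copies such as histones, clustered protocadherins, PSG genes and some HLA genes, are therefore uncertain. Each table has 58684 entries. Of these symbols, 33749 matched a current gene symbol of GENCODE release 44 on GRCh38 and 35639 a current or an older one. Among tested genes the matched share was 90.5% (siRAD21) and 87.0% (siYAP). Names such as CTGF (now CCN2), CYR61 (CCN1), DDX58 (RIGI), FAM198B (GASK1B) and TMEM173 (STING1) are given as the tables give them. A spreadsheet had turned 28 symbols into dates. Those entries stayed in library sizes and tests, and are not named. Coordinates are from the same GENCODE release and build.

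Depth differed between the tables. Total counts ran from 14112697 to 17547773 in the RAD21 table and from 24641575 to 33172127 in the YAP table, so a floor of 3 counts corresponded to between 0.0904 and 0.213 CPM (counts scaled to library size), a bound on counting error only. Short structural RNAs took 12.4% to 14.7% of counts in the RAD21 table and 2.27% to 3.56% in the YAP table. That difference follows the table and not the knockdown.

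The tests were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were filtered with filterByExpr, libraries were scaled by the trimmed mean of M-values (TMM), and each knockdown was tested against its siNC with the quasi-likelihood test of edgeR. P-values were adjusted with the Benjamini-Hochberg method, and a gene was called higher or lower at an adjusted p under 0.05 with an absolute log2 fold change over 1, the limits of the study. The study used DESeq2, which was run here as an alternative. Levels are given as TMM-scaled CPM, mean ± SD of 2 libraries, and fold changes with their standard error (SE). Adjusted p-values of single genes are from edgeR unless another tool is named. The difference between the 2 knockdowns was tested as an interaction in 1 edgeR fit of all 8 libraries with TMM factors common to them; CPM values of the 2 tables were scaled separately. The overlap of calls was tested with a 2-sided Fisher exact test. The spread was estimated at a biological coefficient of variation of 0.0673 in the RAD21 table and 0.122 in the YAP table.

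Before the data were examined, the design, the alternatives, the rule for naming genes and 21 gene lists were fixed. The lists are the type I interferon response, the type II interferon response, interferons and nucleic acid sensing, MHC class I presentation, NF-kB and inflammatory cytokines, immediate early genes, p53 target genes, cohesin and its regulators, the Hippo pathway, YAP and TEAD target genes, the NuRD complex, mitosis genes, DNA replication genes, collagens with laminins and matrix, epithelial genes, mesenchymal genes, the integrated stress and unfolded protein response, cholesterol synthesis, leukocyte markers, fibroblast and endothelial markers, and the 5 interferon-stimulated genes (ISGs) that the study names after RAD21 knockdown. Lists were tested with camera in limma on log2 CPM (prior count 2) at a preset correlation between genes of 0.01, again with an estimated correlation, and with fry, adjusted over the 21 lists of a comparison. Camera ranks a list against the other genes, while fry asks whether its genes move on balance in 1 direction.

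The genes named for each comparison are the knockdown target, the 12 called genes with the largest and the 12 with the smallest fold change among those with a mean CPM of at least 5 and no overlap between the libraries of the 2 groups, up to 4 members of each list with the lowest adjusted p, 6 genes fixed in advance (ISG15, ISG20, IFI44, DDX58, IFIT3 and CD274), and up to 10 genes called in the same and 10 in opposite directions after both knockdowns. A subset of these is described, and 2 genes that the rule names are not reported here. Outside the rule, and after their values were seen, the members behind small counts, YAP1 after siRAD21, RAD21 after siYAP, CTGF, CYR61 and TEAD1 after siYAP, WWTR1 and the ID genes were named as well. The alternatives were DESeq2, limma-voom, library size in place of TMM, no filter or a filter at 1 CPM in each library of a group, every library left out in turn, all 8 libraries in 1 fit, the replicate number as a block, thresholds without a fold limit or without adjustment, and, for the correlation across genes, a mean CPM of at least 10. A pseudocount alternative did not apply to counts. Added after seeing the data were DESeq2 without a prior filter at mean normalized counts of at least 0, 10, 20 and 50, a median fold change set to 0, the order of the labels as a block for the siYAP comparison, and the alternatives above for all 21 lists.

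The procedure was tested on simulated counts with the means and library sizes of the real data. Every gene was drawn at the spread of the trend, without a spread of its own. Changes were placed in 100 genes per fold, all above a minimum mean count, so recovery was not tested for weakly expressed genes. With the RAD21 table (15803 genes), 84% of genes changed 2-fold and 100% of genes changed 4-fold were recovered at an adjusted p under 0.05 without a fold limit, as were 0.0523% of unchanged genes. With the fold limit, which lies at the simulated change of the 2-fold genes, the shares were 45%, 100% and 0.00653%. With the YAP table (17943 genes) they were 79%, 97% and 0.0747% without the fold limit, and 38% and 97% of changed genes with it. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.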

Results

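The transcriptomes of OVCAR8 cells were profiled after siRNA against RAD21, a core subunit of the cohesin ring that holds chromatin loops and sister chromatids together, or against YAP (gene YAP1), the coactivator that drives TEAD transcription factors. The 8 RNA libraries formed 4 groups of 2: siRAD21 and its negative control siNC-1 and siNC-2, and siYAP and its negative control siNC-3 and siNC-4. Total counts were 17547773 and 16411962 in the siNC libraries of the RAD21 experiment, 14758014 and 14112697 in siRAD21-1 and siRAD21-2, 30112064 and 33172127 in siNC-3 and siNC-4, and 24641575 and 29109787 in siYAP-1 and siYAP-2. The series addresses which genes cohesin and YAP hold down in HGSOC cells, with ISGs as its focus.

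Both targets were depleted in the libraries labelled for them. RAD21 (chromosome 8, 116845934 to 116874776, minus strand, GRCh38) fell from 582 ± 37.8 CPM in siNC to 88.5 ± 20.0 CPM in siRAD21 (SD, n = 2), with a log2 fold change of -2.72 ± 0.13 (SE, edgeR adjusted p = 1.96e-07) and 15.2% of the transcript left. YAP1 (chromosome 11, 102110447 to 102233424, plus strand) fell from 253 ± 3.77 to 44.5 ± 8.45 CPM upon siYAP (log2 fold change -2.51 ± 0.14, adjusted p = 6.96e-06), which left 17.6%. In the other experiment each gene stayed within the fold limit: the log2 fold change of YAP1 was 0.25 after siRAD21 (adjusted p = 0.0191) and that of RAD21 was -0.40 after siYAP (adjusted p = 0.0194).

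**Figure D1:**
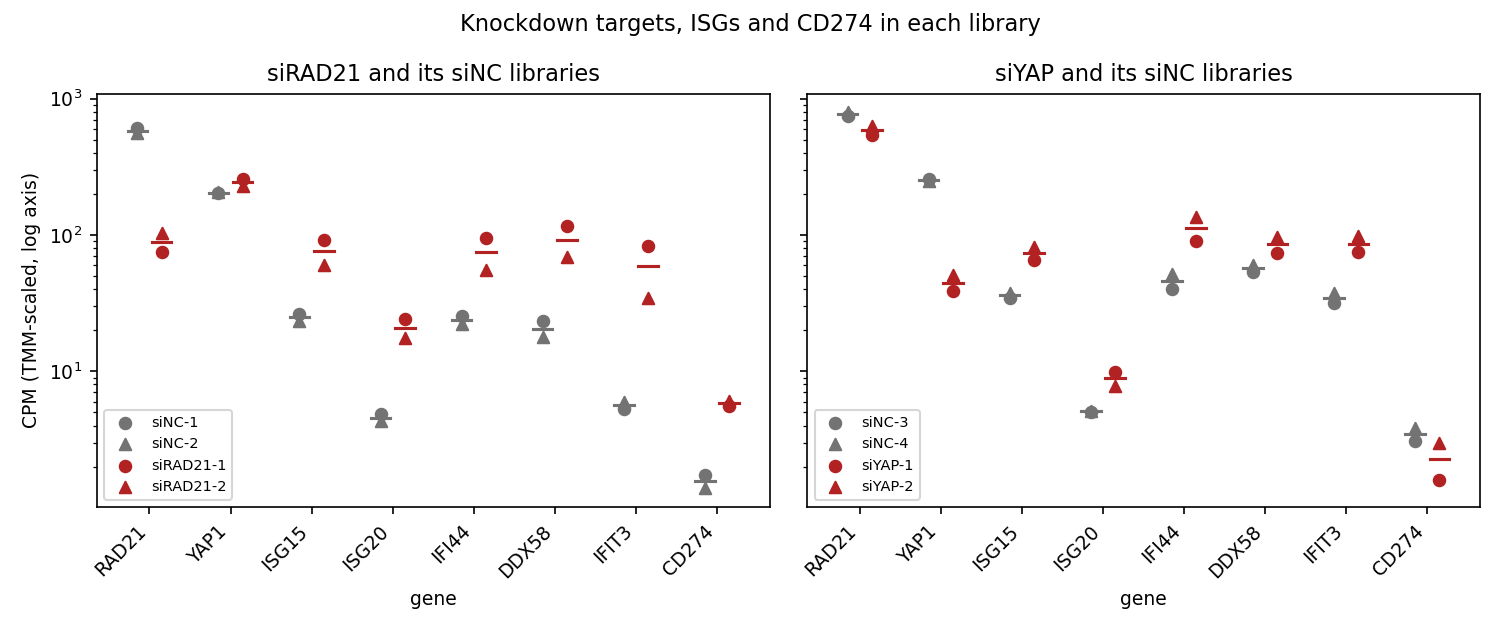
TMM-scaled CPM (log axis) of RAD21, YAP1, 5 ISGs and CD274 in each library of the RAD21 experiment (left) and of the YAP experiment (right), with siNC in grey, knockdown in red, a marker per library and a bar at the mean of 2. RAD21 lies at 88.5 CPM and YAP1 at 44.5 CPM on average in their knockdowns, and the ISGs lie higher in siRAD21-1 than in siRAD21-2.

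The first comparison asks which genes change upon loss of RAD21. Among the genes that rose were the immediate early genes EGR1 (65.6-fold) and ATF3 (19.3-fold), the ISG IFIT2 (16.4-fold) and the chemokine gene CXCL8 (20.5-fold). KRT17, a keratin, and FLT1, a VEGF receptor, rose from 0.422 ± 0.0270 to 37.3 ± 16.1 CPM and 25.8-fold from 2.05 ± 0.0394 CPM (n = 2). SCD, the desaturase that makes monounsaturated fatty acids, was 12.9-fold lower, and IGFBP3, which binds insulin-like growth factors, 9.61-fold lower. In total 1154 genes were higher and 585 lower of 15803 tested.

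Among type I interferon response genes, 18 of 36 tested were higher and 0 lower. IFIT2 (chromosome 10, 89283694 to 89309271) went from 3.48 ± 0.521 CPM in siNC to 86.3 and 27.8 CPM in siRAD21-1 and siRAD21-2 (log2 fold change 4.04 ± 0.49, adjusted p = 1.01e-04). IFIT3, IFI27, SAMD9 and IFI44 changed by 3.39, 2.22, 2.31 and 1.65 on the log2 scale. ISG15, a ubiquitin-like modifier, rose from 24.8 ± 2.25 to 76.4 ± 22.6 CPM (1.62 ± 0.17, adjusted p = 3.69e-05), ISG20 from 4.56 ± 0.389 to 20.8 ± 4.71 CPM (2.18 ± 0.18) and the RNA sensor DDX58 from 20.5 ± 3.89 to 92.5 ± 33.3 CPM (2.17 ± 0.21). The list had a median log2 fold change of 0.98 and a camera adjusted p of 1.09e-03, which became an adjusted p of 0.622 with an estimated correlation. All 18 called genes had a higher CPM in siRAD21-1 than in siRAD21-2, by a median of 1.75-fold, and without siRAD21-1 the median of the list was 0.65 (camera adjusted p = 5.27e-04, against 1.58e-07 to 2.59e-03 over the 10 alternatives at the preset correlation). The 5 ISGs that the study names from these samples, all of them members of the larger list, were higher in 5 of 5 cases (median 2.17, camera adjusted p = 5.04e-03, and 0.493 as adjusted p with an estimated correlation); since they were chosen on these samples, this is not independent evidence of direction.

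Of the type II interferon response, 8 of 17 genes were higher and 0 lower in edgeR (median 0.93, camera adjusted p = 2.16e-03, adjusted p = 0.435 with an estimated correlation). With limma-voom 1 was lower, as it was in edgeR at an unadjusted p. GBP1 and GBP3, interferon-induced GTPases, were 8.34-fold and 3.49-fold higher. The T cell checkpoint ligand CD274 (PD-L1) rose from 1.56 ± 0.241 to 5.81 ± 0.349 CPM (log2 fold change 1.89 ± 0.24, adjusted p = 1.15e-04), and its relative PDCD1LG2 by 4.11 from a level of 0.184 ± 0.0969 CPM. In the list of interferons and nucleic acid sensing, IFI16, JAK2 and TLR3 were higher, 3 of 13, and 0 lower (camera adjusted p = 0.0595), with JAK2 under the fold limit without siNC-2 (0.98) or without siRAD21-2 (0.98). TLR3 did not pass with DESeq2 (adjusted p = 0.186), which left 2 of the list higher, nor without siNC-2 (0.236), siRAD21-1 (0.0876) or siRAD21-2 (0.119). Of 20 MHC class I presentation genes 0 passed the fold limit in edgeR, DESeq2 or limma-voom, also at an unadjusted p (median 0.16, camera adjusted p = 0.554). Without the fold limit 7 of them were higher and 4 lower at an adjusted p under 0.05 (fry direction up, fry adjusted p = 0.0466).

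Of 25 immediate early genes, 15 were higher and 1, MYC, lower (median 1.33, camera adjusted p = 7.31e-07, adjusted p = 0.435 with an estimated correlation). EGR1 (chromosome 5, 138465479 to 138469303) rose from 1.15 ± 0.244 to 75.7 ± 10.5 CPM (log2 fold change 6.04 ± 0.17, adjusted p = 7.66e-09), FOS from 2.25 ± 0.154 to 32.2 ± 2.14 CPM (3.83 ± 0.14) and DUSP6, a phosphatase that acts on ERK, from 15.2 ± 0.331 to 87.1 ± 3.89 CPM (2.52 ± 0.09). MYC fell from 157 ± 9.01 to 55.1 ± 6.66 CPM (-1.52 ± 0.09). NF-kB and inflammatory cytokine genes split, with 9 of 23 higher and 4 lower. CXCL8 and CXCL1, which attract neutrophils, changed by 4.36 ± 0.30 and 3.36 ± 0.18, and TNF by 1.80 ± 0.15. IL1A (-1.89), IL1B (-1.75), CXCL5 (-1.64) and CCL20 (-2.88), which are cytokines as well, were the lower ones. This list had a median of 0.77 (camera adjusted p = 5.14e-03, adjusted p = 0.493 with an estimated correlation).

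In the Hippo pathway, 6 of 23 genes were higher and FAT4 was lower. VGLL3 and VGLL4 (TEAD cofactors), TEAD1, SAV1, LATS2 and WWTR1 (TAZ, the paralog of YAP) rose by 2.40, 1.52, 1.58, 1.25, 1.31 and 1.46 on the log2 scale, so the higher members include both the factors that carry YAP signaling and the kinase branch that restrains it. The list median was 0.28 (camera adjusted p = 4.55e-03, adjusted p = 0.435 with an estimated correlation). YAP and TEAD target genes went both ways. CTGF (chromosome 6, 131948176 to 131951372) rose from 97.2 ± 4.64 to 366 ± 32.2 CPM (1.91 ± 0.08, adjusted p = 1.23e-07), and ANKRD1 (chromosome 10, 90912096 to 90921087) from 460 ± 27.4 to 997 ± 7.36 CPM (1.12 ± 0.06), with LATS2 and FJX1 also higher, 4 of 26. FJX1 (1.01) was under the fold limit without siNC-1 (0.97) or without siRAD21-1 (0.80). Of the 2 lower members, IGFBP3 fell from 396 ± 39.8 to 41.2 ± 1.11 CPM (-3.26 ± 0.09, adjusted p = 7.10e-09). The camera adjusted p of this list was 0.0217 (median 0.42), with an adjusted p of 0.493 at the estimated correlation and of 0.0530 without siNC-2, the highest of a range from 4.19e-03 over the alternatives at the preset correlation.

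Collagen, laminin and matrix genes also split, with 9 of 34 higher and 7 lower (camera adjusted p = 0.222). Fibronectin (FN1) rose from 106 ± 1.88 to 825 ± 48.1 CPM (2.96 ± 0.07), COL12A1 by 2.08 and LAMA2 by 3.50, whereas COL6A3 fell by 2.92. Epithelial genes were higher in 4 of 17 cases and lower in 3 (median 0.05, negative in 4 of 10 alternatives; camera adjusted p = 0.791): KRT17 (log2 fold change 6.44), KRT7 (1.10, or 0.99 without siNC-1), PAX8, a lineage factor of Müllerian epithelium (1.76), and CDH1, E-cadherin (2.84), rose, and WT1, CLDN3 and CLDN4 fell. With DESeq2 WT1 was the only one of these 3 to pass (adjusted p = 0.0754 for CLDN4 and 0.0925 for CLDN3), and without siRAD21-2 none did (0.0507, 0.0850 and 0.121 for WT1, CLDN4 and CLDN3), nor did CLDN3 without siNC-2 (0.0633). Of 17 mesenchymal genes TAGLN and ACTA2 were higher and CDH2, N-cadherin, was lower at -1.38 ± 0.09 (median 0.02, negative without siNC-1 or without siRAD21-1; camera adjusted p = 0.807). With DESeq2 1 was higher and 2 were lower, as ACTA2 did not pass (adjusted p = 0.145). Without siNC-1 (0.0721), siNC-2 (0.127), siRAD21-1 (0.114) or siRAD21-2 (0.0506) ACTA2 did not pass either.

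Cholesterol synthesis genes were mostly negative, with a median of -0.53 (camera adjusted p = 5.43e-04, adjusted p = 0.493 with an estimated correlation), although only INSIG1 (-1.92) and SQLE (-1.11, or -0.93 without siRAD21-1) of 20 passed as lower and STARD4 (1.21) as higher. Of 28 DNA replication genes 0 passed the fold limit in edgeR, DESeq2 or limma-voom, also at an unadjusted p, but 21 had a negative fold change at an adjusted p under 0.05, among them MCM4 (-0.76 ± 0.06) and MCM7 (-0.81 ± 0.07) of the replicative helicase. The median was -0.44 (camera adjusted p = 5.61e-06, adjusted p = 0.435 with an estimated correlation). The NuRD deacetylase complex had 0 of 14 genes past the fold limit in the same 3 tools and at an unadjusted p. Its median was -0.17 (camera adjusted p = 0.0217, adjusted p = 0.435 with an estimated correlation and 0.0520 without siNC-2, the highest of a range from 9.26e-03 over the alternatives at the preset correlation), and CHD4 was at -0.42 ± 0.06. Mitosis genes had 0 of 26 past the limit by every one of these tests (median 0.10, camera adjusted p = 0.614).

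Of 21 genes of cohesin and its regulators, STAG1, another subunit of the ring, was higher (80.6 ± 6.90 to 262 ± 7.48 CPM, log2 fold change 1.70 ± 0.08, adjusted p = 2.09e-07), and RAD21 itself was the only one lower (camera adjusted p = 0.791). Among 21 p53 targets GADD45A, CDKN1A (p21) and TP53INP1 were higher by 1.31, 1.25 and 1.11. TP53INP1 was under the fold limit without siNC-2 (0.92) or without siRAD21-2 (0.97), and the camera adjusted p of the list was 0.0595, or 0.0386 without siRAD21-1, in a range of 0.0309 to 0.186 over the alternatives. In the stress and unfolded protein response DDIT3 was higher and PSAT1 and DDIT4 lower of 17. PSAT1 (-1.01) was under the fold limit without siNC-2 (-0.97) or without siRAD21-2 (-0.99). The list median was -0.44 and the camera adjusted p 0.0542, or 0.0388 without siNC-1, in a range of 0.0133 to 0.0924 over the alternatives. Of the leukocyte markers, 3 of 16 reached the level for testing and 0 passed the fold limit in edgeR, DESeq2 or limma-voom, also at an unadjusted p (camera adjusted p = 0.0595). Of 6 fibroblast and endothelial markers, COL1A1 and COL3A1, which the matrix list holds too, were higher and KDR and PECAM1 lower. The list median was 0.12 (camera direction down, adjusted p = 0.853). It was 1.33 without siNC-1, 1.16 without siNC-2, 0.79 without siRAD21-1 and 1.45 without siRAD21-2. The filter was applied anew each time, so the members tested could differ. With all libraries the median was 0.91 with a filter at 1 CPM and 1.07 without a filter, so the shift cannot be put down to single libraries. PECAM1 did not pass with any library left out (adjusted p from 0.0874 without siRAD21-1 to 0.201 without siNC-2, and 0.211 with DESeq2).

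Adjusted over the list alone, the number of higher and lower members was the same as over all genes for each of the 21 lists. Every called gene had both siRAD21 libraries beyond both siNC libraries, an arrangement found in 74.1% of all tested genes and in 33.3% by chance. With 2 libraries per group a call nearly requires this arrangement, so it adds no separate evidence for the calls. Scaled by library size in place of TMM, 1271 genes were higher and 498 lower.

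**Figure D2:**
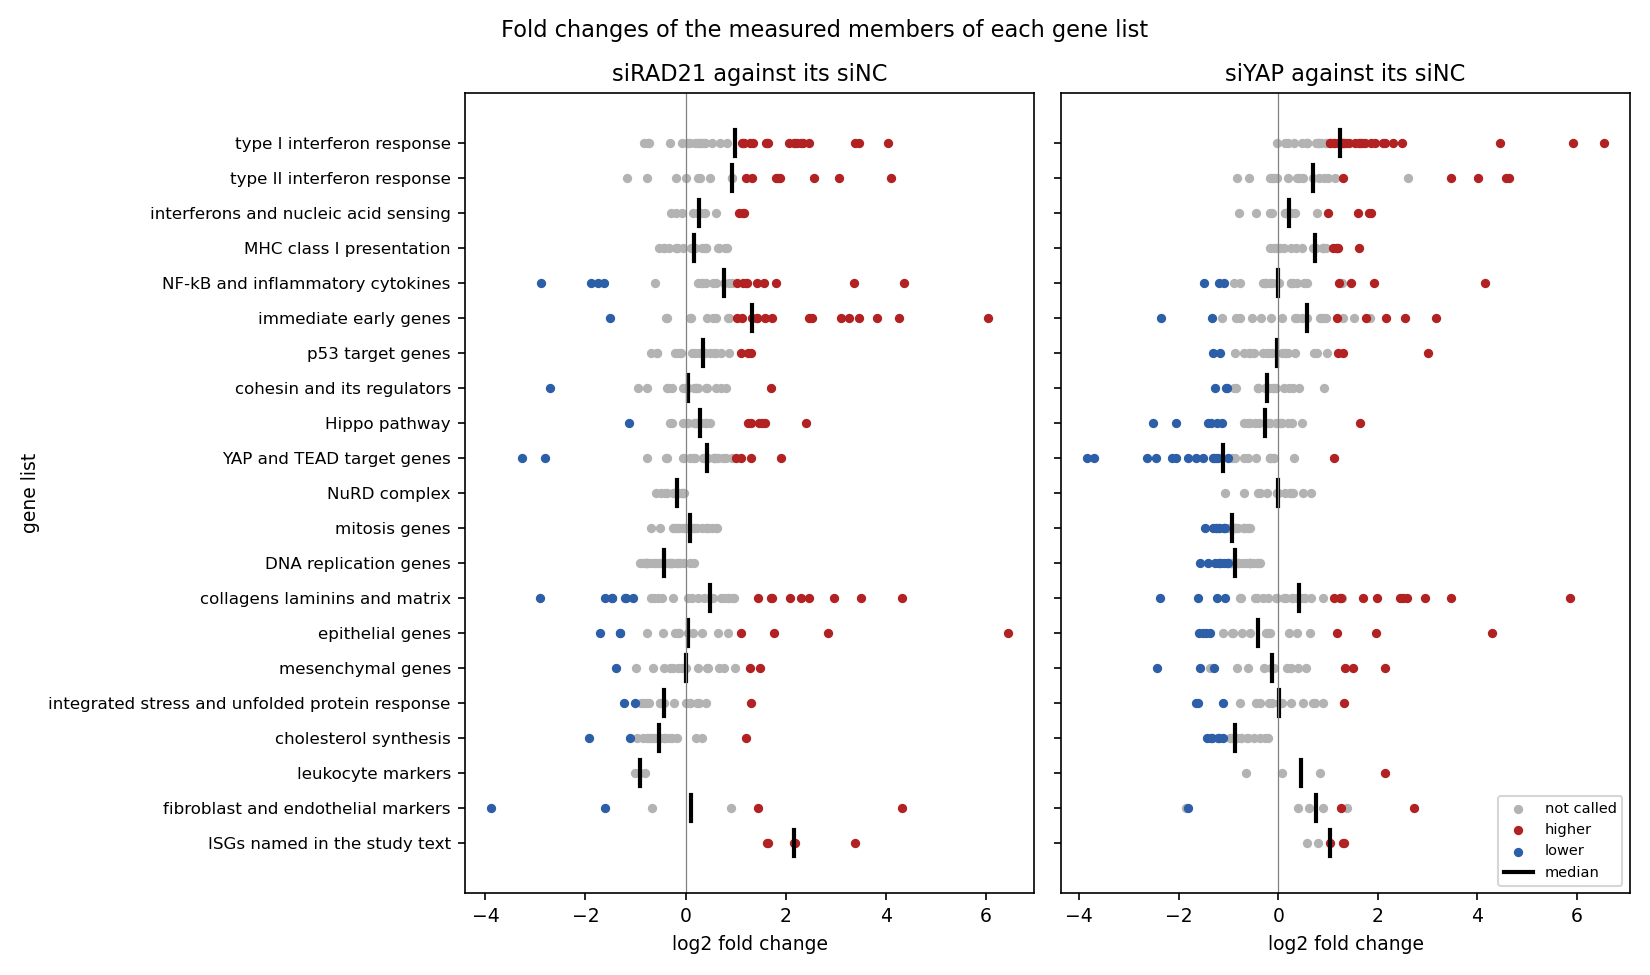
Log2 fold change (x axis) of every tested member of the 21 gene lists (y axis) after siRAD21 (left) and siYAP (right), each against its siNC, with called genes in red (higher) or blue (lower), others in grey and the list median as a black bar. The type I interferon medians are 0.98 and 1.24, and the medians of YAP and TEAD targets are 0.42 and -1.11.

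The second comparison asks which genes change upon loss of YAP. The canonical YAP targets ANKRD1 and CTGF were 13.0-fold and 4.37-fold lower, KIF23, a kinesin of cytokinesis, 2.78-fold, and EDN1, the gene of the vasoconstrictor endothelin-1, 14.3-fold. Of the ISGs, IFI44L (chromosome 1, 78619902 to 78646145) rose 60.8-fold from 1.13 ± 0.0683 CPM and GBP2 from 4.79 ± 0.408 to 115 ± 18.9 CPM (n = 2). Outside these groups the largest increases included FAM198B (chromosome 4, 158124474 to 158173318; 0.210 ± 0.151 to 89.7 ± 6.54 CPM), the retinoid genes DHRS3 and STRA6 (log2 fold changes 7.05 and 5.91), BMF, a pro-apoptotic BH3-only gene (6.06), and complement C3 (4.85). In total 1567 genes were higher and 896 lower of 17943 tested, and scaled by library size alone the split was 1934 to 661, with the median fold change of all genes moving from 0.02 to 0.15. Among called genes with a mean CPM of at least 10, 386 were higher and 453 lower.

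Of 26 YAP and TEAD target genes, 14 were lower and 1, RBMS3, higher at 1.12, or 0.97 without siNC-3 (median -1.11, camera adjusted p = 7.78e-07, adjusted p = 0.559 with an estimated correlation). ANKRD1 fell from 907 ± 72.7 to 69.5 ± 3.99 CPM (log2 fold change -3.71 ± 0.12, adjusted p = 5.97e-07). AMOTL2 fell from 1110 ± 119 to 267 ± 33.3 CPM (-2.05 ± 0.13), and AJUBA was at -1.81 ± 0.12. CTGF (-2.13 ± 0.28), CYR61 (-1.31 ± 0.24, or -0.98 without siYAP-2) and IGFBP3 (-2.64 ± 0.32) were lower as well. The Hippo pathway had 6 of 23 genes lower (YAP1, AMOTL2, TEAD4, WWC1, TEAD1 and NF2) and VGLL4 higher. TEAD4 was 2.55-fold lower, from 76.6 ± 6.61 CPM (-1.35 ± 0.12, adjusted p = 7.65e-05) and TEAD1 from 381 ± 42.8 to 173 ± 9.13 CPM (-1.14 ± 0.11). The median of that list was -0.26 (-0.13 without TMM), with a camera adjusted p of 8.39e-03 and an adjusted p of 0.559 at the estimated correlation.

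Type I interferon response genes were higher in 25 of 41 cases and lower in 0 (median 1.24, camera adjusted p = 1.98e-13, adjusted p = 0.245 with an estimated correlation). Besides IFI44L (5.93 ± 0.20, adjusted p = 5.97e-07), IFIT2 rose from 16.0 ± 1.60 to 89.5 ± 15.3 CPM (2.49 ± 0.15), MX1 3.66-fold from 9.24 ± 0.0230 CPM (1.87 ± 0.13) and IRF9, part of the factor that transmits interferon signals to DNA, by 1.53. OAS1 had no counts in a group, and the median was the same with OAS1 at its bound. Of the same 5 ISGs as after siRAD21, 3 were higher, IFIT3 (1.32 ± 0.15), ISG15 (1.03 ± 0.13) and IFI44 (1.30 ± 0.19). ISG15 was under the fold limit without siNC-3 (0.95) or without siYAP-2 (0.87), and IFI44 without siYAP-2 (0.98). DDX58 was at 0.59 ± 0.14 (adjusted p = 0.0109) and ISG20 at 0.80 ± 0.19 (adjusted p = 0.0103), within the fold limit. The median of these 5 was 1.03 (camera adjusted p = 9.13e-03, adjusted p = 0.559 with an estimated correlation).

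Type II interferon response genes were higher in 5 of 21 cases (6 adjusted over the list alone) and lower in 0 (median 0.71, camera adjusted p = 5.84e-03, adjusted p = 0.559 with an estimated correlation), among them GBP2 (4.58 ± 0.16) and GBP1 (1.31 ± 0.12). CD274 was at 3.46 ± 0.539 CPM in siNC and 2.29 ± 0.967 CPM in siYAP, a log2 fold change of -0.58 ± 0.32 within the spread (adjusted p = 0.189), which was -1.11 without siYAP-2 (adjusted p = 0.0189, the lowest over its alternatives). MHC class I presentation genes were higher in 5 of 20 cases and lower in 0: NLRC5, the transactivator of class I genes (1.62 ± 0.14), the immunoproteasome subunits PSMB8 (1.21) and PSMB9 (1.10), TAPBP (1.16) and B2M (1.18). PSMB9 was under the fold limit without siNC-4 (0.85), and TAPBP (0.98) and B2M (0.92) without siYAP-1. Their median was 0.74 (camera adjusted p = 2.10e-04, adjusted p = 0.559 with an estimated correlation). In nucleic acid sensing IFI16 (1.82), TLR3 (1.61), IKBKE and IFNE were higher, 4 of 14, and 0 lower (camera adjusted p = 0.157). With DESeq2 2 and with limma-voom 3 of these were higher. IKBKE (1.01) was under the fold limit in both and without siNC-4 (0.87) or siYAP-1 (0.83), and IFNE did not pass with DESeq2 (adjusted p = 0.135) or with any library left out (from 0.0612 without siYAP-1 to 0.250 without siYAP-2).

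All 26 mitosis genes and all 28 DNA replication genes had negative fold changes, and 9 of each were called lower, 0 higher. KIF23 fell from 214 ± 13.7 to 77.1 ± 17.7 CPM (-1.47 ± 0.15, adjusted p = 1.64e-04), and AURKA (-1.32), CDC20 (-1.25), CDC6 (-1.42) and UHRF1 (-1.19) fell too. The medians were -0.93 for mitosis (camera adjusted p = 7.08e-10) and -0.86 for replication (camera adjusted p = 5.56e-09), each with an adjusted p of 0.559 at the estimated correlation. Cholesterol synthesis genes were lower in 6 of 20 cases and higher in 0, among them FDFT1 (-1.44) and MSMO1 (-1.33), enzymes of the sterol pathway, with a median of -0.86 (camera adjusted p = 3.17e-07, adjusted p = 0.559 with an estimated correlation). In cohesin and its regulators PTTG1, ESPL1 and CDCA5, which act on sister chromatids in mitosis, were lower, 3 of 21, and 0 higher. Without siYAP-1, ESPL1 (-0.82) and CDCA5 (-0.78) were under the fold limit. The camera adjusted p of that list was 0.0617, but 0.0452 without siNC-3 and 0.0124 without siYAP-2, in a range up to 0.146 over the alternatives.

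Other groups split. Collagen, laminin and matrix genes were higher in 11 of 35 cases (12 adjusted over the list alone) and lower in 4, with COL7A1 at 2.59 ± 0.17 and COL4A5 at 2.51 ± 0.14 against COL12A1 at -2.37 ± 0.11. Their camera adjusted p was 0.0626, but 0.0262 without siNC-3 and 0.0216 without siYAP-2, in a range up to 0.136 over the alternatives. Of 18 epithelial genes 3 were higher, among them ESRP1 (1.19), and 4 lower, among them KRT18 (-1.37), with a camera adjusted p of 0.0626, but 0.0282 without siNC-4 and 0.0216 without siYAP-2, in a range up to 0.111. Of 17 mesenchymal genes 3 were higher and 3 lower, TAGLN (-2.43) and MYL9 (-1.29) among the latter (median -0.12, or 0.01 without TMM; camera adjusted p = 0.30). Immediate early genes were higher in 5 of 25 cases and lower in 2 (6 and 3 adjusted over the list alone), with FOS at 2.16 ± 0.26, JUNB at 1.75 ± 0.17 and FOSL1 at -2.36 ± 0.11. Their camera adjusted p was 0.30, and 0.00772 without siYAP-2, in a range up to 0.953, and 21 of the 25 lay higher in siNC-3 than in siNC-4 and in siYAP-1 than in siYAP-2. NF-kB genes were higher in 4 of 25 cases, among them CCL5 (4.15) and SOD2 (1.46), and lower in 3, among them PTX3 (-1.19). Their median was -0.00131, which was 0.12 without TMM, 0.13 without a filter and positive with each library left out (0.20, 0.05, 0.05 and 0.24 without siNC-3, siNC-4, siYAP-1 and siYAP-2), the mean was 0.22 and the camera direction up (adjusted p = 0.906).

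Among 22 p53 targets 3 were higher, including CDKN1A (1.20 ± 0.12), and 2 lower, including GADD45A (-1.31 ± 0.13), with a median of -0.03 that was 0.10 without TMM, a mean of 0.11 and a camera direction of down (adjusted p = 0.906). The median was also positive without siNC-4 (0.01) or without siYAP-1 (0.02). In the stress and unfolded protein response PSAT1 (-1.61), ASNS (-1.66) and PHGDH, all of amino acid synthesis, were lower (PHGDH under the fold limit without siYAP-1, at -0.97) and DDIT4 (1.31) higher of 17 (median 0.02, mean -0.10, camera direction down, adjusted p = 0.526). That median was -0.07 without siNC-3 and also without siYAP-1. The NuRD complex had 0 of 14 genes past the fold limit in edgeR, DESeq2 or limma-voom and 1 lower at an unadjusted p (median -0.01, or 0.11 without TMM, 0.06 without siNC-3 and 0.04 without siYAP-2, camera adjusted p = 0.863). Of 4 tested leukocyte markers CD14 was higher (1.03 ± 0.109 to 4.58 ± 0.00496 CPM) and 0 lower (camera adjusted p = 0.323). Of 8 fibroblast and endothelial markers LUM and VWF were higher and KDR lower (3 and 2 adjusted over the list alone, camera adjusted p = 0.30), with VWF not past the threshold with any library left out (adjusted p from 0.0749 without siYAP-1 to 0.136 without siYAP-2) or with DESeq2 (0.107).

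In siYAP, 1566 of the 1567 higher genes and all 896 lower genes had no overlap between knockdown and siNC libraries, against 71.3% of all tested genes and 33.3% by chance. Here too a call nearly requires this, so it is not separate evidence. For the other lists, numbers adjusted over the list alone were the same as over all genes.

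The third comparison sets the knockdowns side by side, to ask whether RAD21 and YAP hold down the same genes. Of the 36 type I interferon response genes tested in both, 14 were called higher in both experiments, and the fold changes of the 36 had a Pearson r of 0.62 across genes. Within this list 18 of 36 tested genes were called higher after siRAD21 and 25 of 41 after siYAP. Independent calls would thus share many members, a number not computed here, so 14 alone does not show shared targets. MEF2C, a transcription factor of muscle and endothelium, rose by 2.65 after siRAD21 and by 4.02 after siYAP, JAG1, a Notch ligand, by 2.89 and 1.95, and IFI16, a DNA sensor, by 1.16 and 1.82. CCND1, cyclin D1, was 3.01-fold and 4.59-fold lower, and S1PR1 5.89-fold and 3.83-fold lower. Of the YAP targets, ANKRD1 rose after siRAD21 (1.12) and fell after siYAP (-3.71), whereas IGFBP3 fell after both (-3.26 and -2.64).

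Among 15541 genes tested in both, 210 were higher after both knockdowns where independent calls would give 76.5 (odds ratio 3.68, Fisher exact test adjusted p = 7.73e-44), and 91 were lower after both where 30.03 would be expected (odds ratio 3.72, adjusted p = 8.58e-22). Opposite calls were frequent too. Of the genes higher after siRAD21, 144 were lower after siYAP where 58.7 would be expected (odds ratio 3.02, adjusted p = 1.69e-24), while 48 went the other way against 39.1 (adjusted p = 0.150). The Fisher test treats genes as independent and equally likely to be called. Called genes lay beside each other more often than shuffled calls did, as described below, so these p-values may be too small. Genes higher after siRAD21 and lower after siYAP were also in excess, so the shared excess alone does not show shared repression. Whether genes that are easier to call in both tables gave part of it was not tested. The control libraries of the 2 experiments are separate. Across all genes, which are not independent replicates, fold changes correlated with a Pearson r of 0.131 and a Spearman rho of 0.184. Without siNC-4 the Pearson r was 0.0850, and at a mean CPM of at least 10 in both tables it was 0.224.

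In the edgeR test of the difference itself, 5576 of 18022 genes (30.9%) differed between the knockdowns at an adjusted p under 0.05, 3018 of them more positive after siRAD21 and 2558 after siYAP. ANKRD1 differed by 4.81 ± 0.13 on the log2 scale (adjusted p = 1.61e-09), CTGF by 4.03 ± 0.34 (adjusted p = 5.02e-06), TEAD1 by 2.71 ± 0.15 and COL12A1 by 4.45 ± 0.14. MFAP5, a microfibril gene, had log2 fold changes of 3.07 after siRAD21 and -2.38 after siYAP, TAGLN of 1.49 and -2.43, and EPHA2 of 1.03 and -1.95. After siRAD21, EPHA2 was under the fold limit without siNC-1 (0.97) or without siRAD21-1 (0.92). INHBA, a subunit of activin, went the other way, with -1.60 after siRAD21 and 2.94 after siYAP.

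Of 40 type I interferon response genes tested for a difference, 4 were more positive after siRAD21, 13 after siYAP and 23 were not past the threshold. Among the genes fixed in advance, IFIT3 (difference 2.06 ± 0.45, adjusted p = 4.37e-03), DDX58 (1.57 ± 0.30, adjusted p = 2.04e-03) and ISG20 (1.37 ± 0.27, adjusted p = 2.63e-03) had larger fold changes after siRAD21, as had CD274 (2.46 ± 0.43, adjusted p = 1.07e-03). For ISG15 the difference of 0.58 ± 0.24 (adjusted p = 0.0938) and for IFI44 that of 0.34 ± 0.34 (adjusted p = 0.475) were not past the threshold. GBP2 was more positive after siYAP, with a difference of -3.38 ± 0.30 (adjusted p = 6.25e-06). The starting levels of several of these genes differed between the siNC groups, with IFIT3 at 5.62 ± 0.530 CPM in the RAD21 experiment and 34.5 ± 3.96 CPM in the YAP experiment, in tables that were scaled separately. The type I interferon list as a whole had a median difference of -0.22 (camera adjusted p = 0.125, adjusted p = 0.658 with an estimated correlation).

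**Figure D3:**
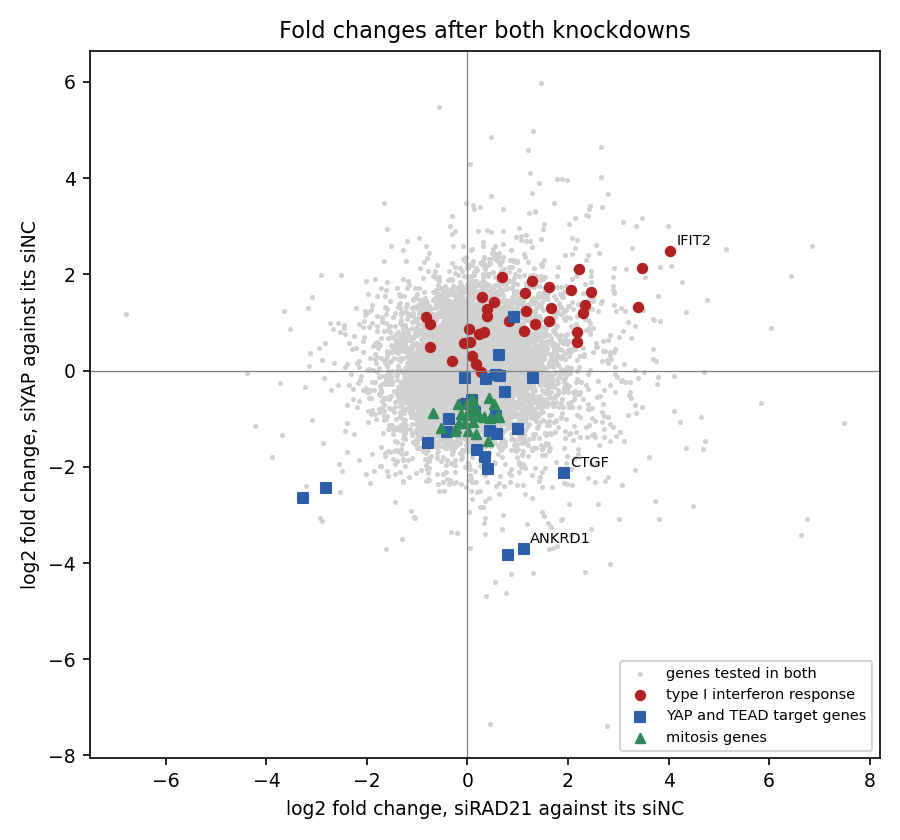
Log2 fold change after siYAP (y axis) against that after siRAD21 (x axis), each against its own siNC, for genes tested in both (grey), with type I interferon response genes (red circles), YAP and TEAD targets (blue squares) and mitosis genes (green triangles). Interferon response genes lie mostly at positive values on both axes, whereas ANKRD1 (1.12 and -3.71) and CTGF (1.91 and -2.13) lie right of and below 0.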

Values the study reported

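The study reported 906 differentially expressed genes in RAD21-depleted OVCAR8 cells, at P < 0.05 and an absolute log2 fold change above 1, of which most were upregulated. By joining expression with ChIP-Seq it listed 764 genes as potential direct RAD21 targets. Knockdown of TEAD4, for which no RNA libraries are analysed here, gave 1,158 differentially expressed genes.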

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

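The tests of scaling and of the interferon genes below were chosen only after the results were seen. The comparison of the knockdowns and the remaining tests were set beforehand.

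The effects of the 2 knockdowns were compared by an interaction test, and a difference between the experiments brought these results here. For 5576 genes the effect of siRAD21 differed from that of siYAP at an adjusted p under 0.05, 2677 of them by more than 1 on the log2 scale. Without 1 library the number ran from 3757 to 5947. Of the gene lists, 6 differed as a whole. Mitosis genes were more positive after siRAD21 by a median of 0.97 (25 of 26, camera adjusted p = 3.71e-09, adjusted p = 0.619 with an estimated correlation), because they were lower after siYAP and had a median near 0 after siRAD21. YAP and TEAD targets differed by 0.94 (19 of 26, adjusted p = 1.93e-07, and adjusted p = 0.619 with an estimated correlation) and the Hippo pathway by 0.67 (16 of 23, adjusted p = 8.15e-06, and adjusted p = 0.614 with an estimated correlation). Immediate early genes differed by 0.73 (adjusted p = 0.0304, and adjusted p = 0.658 with an estimated correlation). The difference of DNA replication genes was 0.43 (12 of 28 past the threshold as single genes, adjusted p = 0.0304, and adjusted p = 0.658 with an estimated correlation). MHC class I presentation was more positive after siYAP, with a difference of -0.53 (12 of 20 past the threshold as single genes, adjusted p = 1.92e-04, and adjusted p = 0.614 with an estimated correlation). The knockdowns were compared across 2 tables with their own controls, so a difference between the experiments in the state of the cells remains open beside a difference between RAD21 and YAP, and no biological explanation was tested for these results.

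In both experiments more genes were called higher than lower. Without the fold limit the numbers were near equal, 3745 higher and 3544 lower after siRAD21 and 3400 and 3339 after siYAP. Past the fold limit there were 1154 higher and 585 lower after siRAD21, and 1567 and 896 after siYAP. The excess thus lay among genes past the fold limit, and among the rest more were lower than higher. Under 4 scalings of the libraries, the main one among them, the lowest share of higher genes was 65.9% after siRAD21 and 60.1% after siYAP. The 60.1% came from DESeq2, which changes the test too. Library size in place of TMM moved the median log2 fold change of all genes only from 0.007 to 0.068 (siRAD21) and from 0.02 to 0.15 (siYAP). These shifts are small beside the fold limit of 1, so the scalings tried cannot exclude scaling as a cause. After siRAD21 the share among called genes with a mean CPM of at least 10 was 69.0% (95% exact interval 65.0 to 72.8), so genes under that level do not account for the excess. After siYAP it was 46.0% (42.6 to 49.4), with 386 genes higher and 453 lower, so the excess there lay among genes with a mean CPM under 10. Whether those genes respond to YAP or mark something else in the siYAP cells remains open.

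The type I interferon response was stronger in siRAD21-1 than in siRAD21-2, by a median of 0.81 on the log2 scale over the 18 called genes (0.62 to 1.07). Over the 1128 called higher genes outside the interferon response lists of either type the same ratio was 0.0648 (0.0469 to 0.0868). For these genes that argues against a generally weaker response of siRAD21-2. Both intervals resample genes and not libraries, and a call favours genes whose 2 siRAD21 libraries agree, so this evidence is limited. The 9 NF-kB genes called higher were not stronger in siRAD21-1 (median -0.15, 0 of 9). A candidate explanation is interferon made in response to the transfected RNA, but the interferon genes IFNB1, IFNA1, IFNL1, IFNL2 and IFNL3 reached at most 3 counts in siRAD21-1, too few to decide. RAD21 itself was at 74.4 CPM in siRAD21-1 and 103 CPM in siRAD21-2. Interferon made by the cells cannot be told apart from a difference between these libraries in the depth of knockdown, in the siRNA or in the response to RAD21 loss, since the labels do not say whether siRNA or culture was shared.

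Immediate early genes were higher in siNC-3 than in siNC-4 (median log2 difference 0.46) and in siYAP-1 than in siYAP-2 (0.90), with 21 of 25 higher in both. A handling difference shared by 1 library of each arm could give this. Across the other genes the 2 differences correlated with a Pearson r of 0.132 (0.0842 to 0.176, across genes, which are not independent replicates), between the values set for and against it, so the explanation cannot be told apart from separate events in each arm.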

How the results depend on the processing

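The DESeq2 runs without a prior filter, the order of labels as a block and the alternatives for lists other than the type I interferon, NF-kB and YAP target lists were chosen only after the results were seen, the other tests before.

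With an estimated correlation, 4 list results were no longer past the threshold at unchanged medians: type I interferon 0.98 (adjusted p = 0.622) and NF-kB 0.77 (adjusted p = 0.493) after siRAD21, and type I interferon 1.24 (adjusted p = 0.245) and YAP and TEAD targets -1.11 (adjusted p = 0.559) after siYAP. No other list of the 21 passed that test after either knockdown, with a lowest adjusted p of 0.435 (siRAD21). By construction it has only the residual degrees of freedom of the 4 libraries, which the preset correlation does not use. The fry adjusted p of the same 4 was 0.138, 0.050001, 7.68e-03 and 0.0435. Dropping the fold limit raised the counts by construction, to 3745 higher and 3544 lower (siRAD21) and 3400 and 3339 (siYAP). DESeq2 without a prior filter gave 792 higher and 392 lower after siRAD21 with no floor on the mean normalized count, 789 and 391 at a floor of 10, 730 and 376 at 20, and 580 and 316 at 50. After siYAP the numbers were 1149 and 823, 1125 and 818, 1057 and 792, and 893 and 730 in that order. With the filter, DESeq2 gave 904 and 417, and 1244 and 827. A higher floor leaves fewer genes to call, and the rest of the gap between DESeq2 and edgeR has a cause that was not tested. Across genes, the Pearson r of the 2 knockdowns was 0.224 at a mean CPM of at least 10, and the cause was not tested.

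With each library left out in turn, the lone library of a group is assumed to vary like the others. The expression filter was applied anew to the libraries kept, so the genes tested, and the list members behind a median, could differ. The counts then ran from 969 to 1120 higher and 518 to 624 lower (siRAD21), and from 1159 to 1578 higher and 748 to 1158 lower (siYAP). The Pearson r ran from 0.0850 (without siNC-4) to 0.161. The list medians ran from 0.65 to 1.42 (type I interferon) and 0.64 to 0.83 (NF-kB) after siRAD21, and from 1.10 to 1.24 (type I interferon) and -1.31 to -0.90 (YAP and TEAD targets) after siYAP, all past the threshold at the preset correlation. With the replicate block, siRAD21 gave 1165 higher and 584 lower, type I interferon 0.97 (camera adjusted p = 7.42e-05) and NF-kB 0.77 (8.04e-03). The replicate numbers do not appear to pair the libraries, as the differences between libraries 1 and 2 of siNC and of siRAD21 had an r of -0.0113 across genes. The labels of siYAP-1 and siYAP-2 share no replicate numbers with siNC-3 and siNC-4. With the order of these labels as a block, 1590 genes were higher and 915 lower, the type I interferon median was 1.24 (camera adjusted p = 4.49e-12) and that of YAP and TEAD targets -1.10 (4.26e-07), with an r of 0.136 in the same check.

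Of the genes named, 75 of 91 (siRAD21) and 75 of 91 (siYAP) kept their direction and their side of the threshold under every alternative that gave a value, and 0 reversed. Many were named for libraries without overlap or for a low adjusted p, so a reversal was unlikely from the start. Of the 1000 and 902 values, 42 and 33 were no longer past the threshold and 0 and 1 newly so. PSAT1 and ADM after siRAD21, and ESPL1, CDCA5 and PHGDH after siYAP, were under the fold limit with library size only. With DESeq2, PECAM1, TLR3, CLDN3, CLDN4 and ACTA2 after siRAD21 and VWF, CXCL8, IKBKE and IFNE after siYAP did not pass. FJX1 after siRAD21 was under the fold limit with limma-voom and with all 8 libraries in 1 fit, as was IKBKE after siYAP with limma-voom and without a filter. CXCL8 after siYAP had an adjusted p of 0.106 with DESeq2 and was under the fold limit without siNC-4 or without siYAP-1 (0.80 each), and NFKBIA after siRAD21 was at 0.97 without siNC-2 and at 0.94 without siRAD21-2. Lists other than those above that crossed the threshold with limma-voom were the stress response after siRAD21 (adjusted p = 0.0133), and cohesin (0.0245), matrix (0.0286) and epithelial genes (0.0496) after siYAP. With library size only, the stress response and leukocyte markers (0.0449 each) after siRAD21 and epithelial genes (0.0290) after siYAP crossed it. Without a filter, p53 targets (0.0309) and the stress response (0.0176) after siRAD21, and cohesin (0.0209) and matrix (0.0346) after siYAP did so. With a filter at 1 CPM, matrix and epithelial genes (0.0465 each) after siYAP did. Depth limits IFNB1, IFNA1, IFNL1, IFNL2 and IFNL3, which had at most 4 counts in any library.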

Other observations

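The family tests below were chosen only after the results were seen, and the test of neighbouring genes was set beforehand.

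The number of called genes after siRAD21 here was 1739. That is higher than the value quoted from the study above, which came from another tool, DESeq2, and which its results give at P and its methods at an adjusted P. With DESeq2 the numbers here were smaller, with 904 genes higher and 417 lower after the filter, 792 and 392 without one, and 580 and 316 at a mean normalized count of at least 50.

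Called genes lay beside each other on the chromosomes more often than chance gives. After siRAD21, 168 neighbouring pairs of tested genes were called in the same direction, where 10000 shuffles of the calls gave 82.7 on average and 100 at the upper end of their central 95% (permutation p = 1e-04, the smallest they can give). After siYAP there were 295, against 147 and 169 (permutation p = 1e-04). The ratios were 2.03 and 2.01. Leaving out pairs that overlap gave 136 against 68.2 and 231 against 118. Examples are GBP1, GBP2 and GBP3 with RBMXL1 (chromosome 1, 88979456 to 89150456) after siRAD21, and GBP1, GBP2, GBP4 and GBP5 (chromosome 1, 89051882 to 89272860) after siYAP, of which GBP4 did not pass without siNC-3 (adjusted p = 0.0638). Some other runs were of PSG genes (siRAD21) or clustered protocadherins (siYAP), near-identical copies with uncertain values that the shuffles treated as independent. Further runs were not of these families, such as EREG, AREG, BTC and PARM1 after siRAD21 and EYA1, MSC-AS1, MSC and TRPA1 after siYAP. Neighbouring genes may respond together. An excess was found after both knockdowns, so an excess as such does not mark loss of cohesin. The 2 ratios were not compared by a test, and whether the excess has the same cause in both was not tested.

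Among 11 gene families in 44 tests (Fisher exact test, Benjamini-Hochberg adjusted), clustered protocadherins went opposite ways in edgeR. Of 40 tested after siRAD21, 10 were lower (adjusted p = 2.04e-05) and 5 higher (adjusted p = 0.492), and of 51 tested after siYAP 23 were higher (adjusted p = 1.49e-10) and 0 lower (0 also at an unadjusted p, with DESeq2 and with limma-voom). With DESeq2 only 2 were lower and 3 higher after siRAD21, and 18 higher after siYAP, so the first direction depends on the tool. Replication-dependent histones were lower after siYAP in 24 of 67 cases (adjusted p = 2.36e-13) and higher in 2 (adjusted p = 0.343). After siRAD21 4 of 66 were higher (adjusted p = 1) and 4 lower (adjusted p = 0.569), with a median log2 fold change of -0.53. These 2 families hold near-identical copies, so single members are uncertain. The Fisher test treats such members as independent, so the p-values of these families may be too small. The ID genes, inhibitors of bHLH factors, were higher after siYAP in 4 of 4 cases (ID1, ID2, ID3 and ID4, adjusted p = 6.38e-04) and after siRAD21 in 3 of 4 (ID2, ID3 and ID4, adjusted p = 0.0129). ID3 had log2 fold changes of 2.42 ± 0.16 after siRAD21 and 3.35 ± 0.28 after siYAP. Keratins were higher after siRAD21 in 4 of 9 cases (KRT17, KRT3, KRT7 and KRT80, adjusted p = 0.0166), of which KRT3 did not pass with a filter at 1 CPM (adjusted p = 0.186) or without siNC-1 (0.0611), siRAD21-1 (0.480) or siRAD21-2 (0.161). Some families had fewer higher genes than the 15803 and 17943 tested genes would give. Of 78 cytosolic ribosomal proteins, 0 were higher after either knockdown by edgeR, DESeq2 or limma-voom, also at an unadjusted p, where 5.70 would be expected after siRAD21 (adjusted p = 0.0335) and 6.81 after siYAP (adjusted p = 0.0131). The number lower was 0 as well, where 2.89 and 3.9 would be expected (adjusted p = 0.343 and 0.124). Their median log2 fold change was -0.40 after siRAD21 and -0.20 after siYAP (-0.34 and -0.07 by library size). A count of 0 past the fold limit thus does not mean that they were unchanged. The Fisher test treats these members as independent too. Of the ZNF genes, 19 of 446 were higher after siRAD21 where 32.6 would be expected (adjusted p = 0.0422), and 24 of 452 after siYAP where 39.5 would be (adjusted p = 0.0335). Lower were 9 after siRAD21 against 16.5 expected (adjusted p = 0.189) and 22 after siYAP against 22.6. The ZNF medians were 0.14 and 0.16, so the few members past the fold limit do not mark a shift downward.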
